A study of Homo sapiens with 4 samples. Its data were reported in "BRD9 defines a SWI/SNF sub-complex and constitutes a specific vulnerability in malignant rhabdoid tumors" (2019).

How the data were processed

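The series comprised 4 RNA-seq libraries of G401 cells, 2 labelled BRD9 KO and 2 labelled LacZ control, each with replicate numbers 1 and 2 in its title. All 4 were used. Per the labels, libraries were made from total RNA with a NEBNext Ultra kit. The labels name a Direct-zol extraction, whereas the methods of the study describe Trizol followed by column cleanup, and which applied to these libraries is not settled here. By the catalogue number in those methods the kit is the version that does not mark strand. The day of harvest and any poly(A) selection are not given in the sources used here.

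The authors aligned reads to hg19 with STAR and quantified genes with RSEM; the submitters' processing notes also name DESeq2, and no versions are given. The deposited tables list 57820 gene models. The authors made the deposited expected count (estimated count) of each gene with RSEM, which splits a read that matches several genes between them and applies no scaling between libraries. The authors' TPM column, transcripts-per-million within a library after division by effective length, was used for 1 alternative. Reads shared between paralogs, overlapping genes and pseudogenes are divided by a model, so genes of such families carry extra uncertainty. The deposited posterior standard deviation of each count was used as its measure: it exceeded 10% of the count for 1196 of the tested genes, 193 of them among the changed genes, and reached 2.8% at most among the genes named by rule. In 1933 changed genes an exon overlaps that of another tested gene (found with bedtools 2.31.1). Reads from the shared part of such exons cannot be told apart by strand, since the kit named does not mark it.

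Expected counts were rounded to whole numbers. Totals ran from 15053247 to 19559290 per library, and between 22985 and 23790 genes had a count above 0. The 2 replicates of a group were compared by a chi-square statistic over genes with at least 20 counts. It came to 1.59 per degree of freedom for BRD9 KO and 1.62 for LacZ control, above sampling noise, so that they were kept as separate libraries. The methods of the study call them biological replicates; the labels do not say whether they came from separate cultures, and the p-values measure only the spread between these libraries, which may be technical.

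Gene coordinates come from the GENCODE v44 annotation on GRCh37, matched on the Ensembl identifier without its version, and were found for 55538 of the 57820 models. Where a symbol had several gene models, a list used the model with the most counts.

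The main comparison used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr on the groups (15288 genes kept), robust dispersion estimates and no covariate, two-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was called changed at an adjusted p under 0.05. Log2 fold changes are BRD9 KO minus LacZ control, CPM values are TMM-scaled, and standard errors follow from the quasi-likelihood F statistic. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation of 0.01, over lists with at least 3 tested members. Camera compares a list with the other genes; fry tests whether its members move on balance in 1 direction.

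The test, the samples, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule took BRD9 and every tested SWI/SNF subunit. It further took the 12 largest rises and 12 largest falls among changed genes with a mean of at least 5 CPM, both BRD9 KO libraries on the same side of both controls and a symbol that is not a clone name, then the 6 smallest p among the rest. Last, it took up to 4 members per list by smallest p, or the 2 most abundant where none passed. Not every gene the rule took is printed. Other members named beside a list's count were chosen after their values were seen.

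Alternatives were DESeq2 1.42.0, limma-voom, limma on log2(TPM + 1), size factors of DESeq2 (RLE), library totals alone, no filter on low counts, at least 1 CPM in all 4 libraries (the stricter filter), replicate number as a block, each library left out in turn, removal of mitochondrially encoded genes, an adjusted p under 0.01, a test against a fold change of 1.5, camera with an estimated correlation, fry, and lists without members under 10 counts on average.

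With a library left out, the lone library of its group is assumed to vary like the other group.

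The tests were tried on simulated data: 10 sets of 15288 genes with the means, totals and dispersions of these libraries. In each set 200 genes were changed by known folds. A further list of 40 genes was shifted by 0.3 on the log2 scale, and calls in it were not counted as false. For BRD9 KO against LacZ control the edgeR test recovered 46.4% of genes changed 1.2-fold, 66.2% of those changed 1.5-fold, 80.2% of those changed 2-fold and 95.4% of those changed 4-fold. Of its calls 10.9% were false, above the nominal 5%, and DESeq2 made 2.31% false calls with 74.2% of 2-fold changes recovered. In the real libraries 38.6% of tested genes were called changed, a far larger share than in the simulated sets. Recovery and false calls depend on that share, so the simulated rates need not apply to these libraries. Floors for genes at 0 use 3 counts per library and cover counting error only. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for reading tables and drawing.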

Results

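RNA sequencing was carried out on G401, an established cell line from a rhabdoid tumour of the kidney. Rhabdoid tumours are childhood cancers that arise through loss of SMARCB1, a subunit of the SWI/SNF chromatin remodelling complexes. The series held 4 libraries: 2 from cells in which BRD9 had been knocked out (BRD9 KO) and 2 from cells carrying the LacZ control. BRD9 is a bromodomain protein of the SWI/SNF complex that lacks SMARCB1, and the comparison asks which transcripts differ in SMARCB1-deficient cells once BRD9 is lost. The estimated counts summed to 19559290 and 16393983 in BRD9 KO replicates 1 and 2 and to 15053247 and 16673489 in LacZ control replicates 1 and 2. Mitochondrially encoded genes took between 8.15% and 8.48% of the counts in each library. SMARCB1 and SMARCA2, singled out after their values were seen, had 0 counts in all 4 libraries, which allows at most 0.199 counts-per-million (CPM) in the shallowest one, for counting error only.

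The BRD9 transcript was lower in both knockout libraries. BRD9 (ENSG00000028310.13) lies on the minus strand of chromosome 5, from 850406 to 892916 on GRCh37, which is the sequence of hg19. It stood at 29.4 and 26.8 CPM in BRD9 KO replicates 1 and 2, against 48.2 and 53.8 CPM in LacZ control replicates 1 and 2. The means were 28.1 ± 1.86 CPM (SD, n = 2) and 51.0 ± 4.0 CPM (SD, n = 2), so that 55.1% of the control level remained. The log2 fold change was -0.86 with a standard error of 0.07 (edgeR quasi-likelihood test, adjusted p = 2.84e-09). A knockout made by small insertions or deletions acts on the protein, and the remaining transcript is not a measure of remaining protein. Exons of BRD9 overlap those of ZDHHC11 on the same strand.

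Transcripts of the other SWI/SNF subunits moved far less than BRD9. Among the 3 subunits specific to the BRD9 complex, GLTSCR1L rose by 0.38 on the log2 scale (edgeR adjusted p = 0.00124), while GLTSCR1, at -0.18, did not pass the test (edgeR adjusted p = 0.154). Of the 10 tested subunits shared with the BRD9 complex, 1 rose and 5 fell, or 1 and 7 adjusted over the list alone. The shared subunits included SMARCA4, the catalytic ATPase, which fell by 0.18 on the log2 scale, ACTB, which fell by 0.29, and BCL7B, which rose by 0.37. Of the 12 tested subunits of the BAF and PBAF complexes, 1 rose and 3 fell, with the same counts adjusted over the list alone. ARID2 and ARID1A, DNA-binding subunits of PBAF and BAF, were lower (-0.36 and -0.17 on the log2 scale), and PBRM1 rose by 0.19. None of the 3 lists passed as a list (camera adjusted p = 0.73 for the BRD9-specific, 0.102 for the shared and 0.483 for the BAF and PBAF subunits). The small decreases of SMARCC1, SS18, SMARCD1 and ARID1B, between -0.11 and -0.09 on the log2 scale, did not pass with DESeq2 (adjusted p of 0.0651, 0.232, 0.309 and 0.261, with ranges from 0.000282 to 0.415, 0.00819 to 0.403, 0.0183 to 0.683 and 0.0122 to 0.509 over all alternatives). With edgeR the SMARCC1 call was lost without BRD9 KO replicate 1 or LacZ control replicate 2 (adjusted p of 0.0535 and 0.0796), that of ARID1B without BRD9 KO replicate 1, LacZ control replicate 1 or LacZ control replicate 2 (0.251, 0.168 and 0.0745), and those of SS18 and SMARCD1 without any 1 of the 4 libraries (0.0631 or above and 0.0765 or above), while no filter on low counts ended those of ARID1B, SS18 and SMARCD1 (0.0921, 0.101 and 0.143), and SMARCD1 turned to 0.04 on the log2(TPM + 1) scale. On that scale, with limma, the calls of ARID2, ARID1A, PBRM1, GLTSCR1L and BCL7B were lost too (adjusted p of 0.137, 0.0627, 0.122, 0.176 and 0.146, the highest over all alternatives, whose lowest values were 4.15e-14, 4.02e-07, 6.02e-06, 0.000114 and 1.8e-06).

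**Figure D1:**
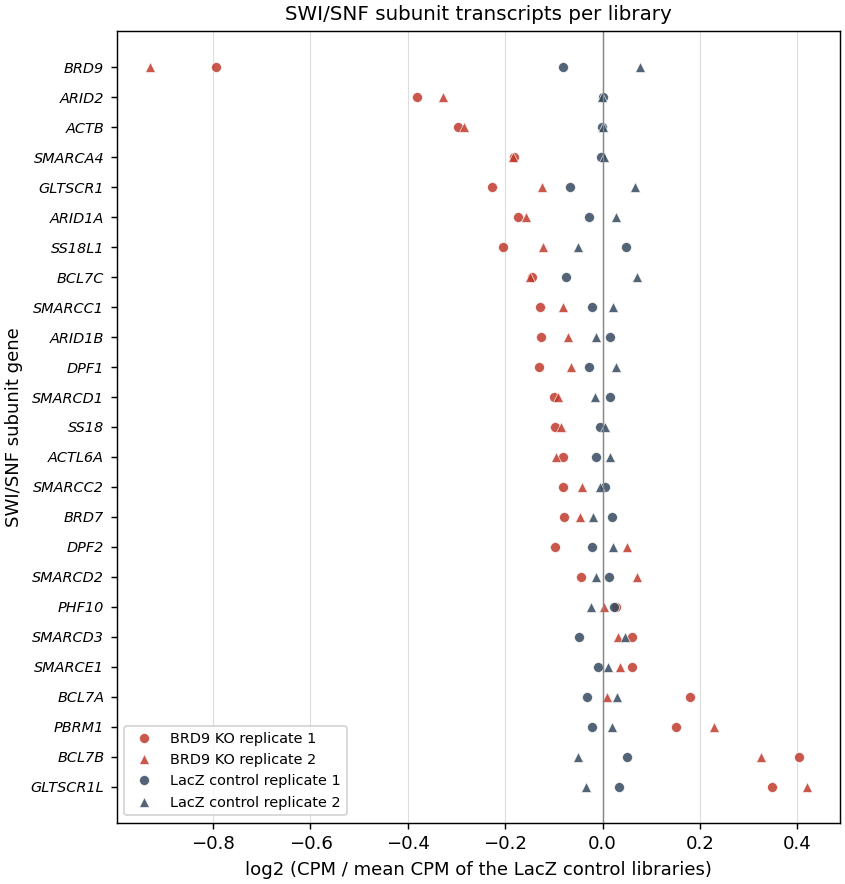
Each row is a SWI/SNF subunit gene and each point 1 library, with the horizontal axis giving the log2 ratio of its CPM to the mean CPM of the LacZ control libraries (red, BRD9 KO; dark blue, LacZ control; circle, replicate 1; triangle, replicate 2). BRD9 lies lowest, at a fitted log2 fold change of -0.86, and GLTSCR1L lies highest, at 0.38.

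Over the whole transcriptome, knockout of BRD9 was accompanied by changes in both directions, most of them small. Of 15288 genes tested, 3127 were higher and 2774 were lower in BRD9 KO cells at an adjusted p under 0.05, and 82.2% of these 5901 genes differed by less than 1.5-fold. Only 440 changed genes differed by at least 2-fold, 132 of them higher and 308 lower. The number was 178 with a stricter filter (at least 1 CPM in all 4 libraries) and 138 with limma on the log2(TPM + 1) scale. With no filter on low counts it was 602 (207 higher, 395 lower). DESeq2, which the submitters' processing notes name, called 3585 genes (2146 higher and 1439 lower), of which 211 differed by at least 2-fold, and 3581 of its calls were shared with the same direction. Without LacZ control replicate 2 the lower genes numbered 1838, and those lower by at least 2-fold 204.

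The largest rise among genes of at least 5 CPM that met the rule for naming was that of C2CD4A, a nuclear factor induced by inflammatory signals, on chromosome 15 from 62359176 to 62363116. It rose from 1.30 ± 0.226 to 13.6 ± 0.232 CPM (SD, n = 2), a log2 fold change of 3.38 with a standard error of 0.17 (edgeR adjusted p = 6.21e-12). CYFIP2, a subunit of the WAVE complex that regulates actin, rose from 30.2 ± 0.851 to 96.2 ± 3.19 CPM (SD, n = 2; chromosome 5, 156693089 to 156822603). NEFH, the heavy neurofilament subunit, rose from 40.3 ± 0.544 to 95.9 ± 0.0137 CPM (SD, n = 2), and INA, the neuronal filament protein alpha-internexin, rose by 1.57 on the log2 scale. BCAN (brevican, a proteoglycan of brain matrix) rose by 2.10 and CACNA1B (a calcium channel subunit) by 1.34. CACNA1B did not pass with limma on the log2(TPM + 1) scale (0.36, adjusted p = 0.243, against a range from 4.98e-23 to 0.243 over all alternatives). ICOSLG, a ligand for T-cell costimulation, rose by 1.63, TEX15, a meiotic gene, by 1.45, SPHK1, which makes sphingosine-1-phosphate, by 1.24 and the histone gene HIST1H2AC by 1.18.

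The largest fall under the same rule was that of THBS1, which encodes the matrix glycoprotein thrombospondin-1 (chromosome 15, 39873280 to 39891667). It fell from 21.9 ± 0.0425 to 4.69 ± 0.0333 CPM (SD, n = 2), a log2 fold change of -2.22 with a standard error of 0.11 (edgeR adjusted p = 3.04e-12). FGFBP3, a secreted protein that binds fibroblast growth factors, fell from 217 ± 0.784 to 71.5 ± 3.66 CPM (SD, n = 2; chromosome 10, 93666341 to 93669243). COL1A2, a chain of type I collagen, fell from 528 ± 1.5 to 196 ± 3.54 CPM (SD, n = 2; chromosome 7, 94024207 to 94060539). The log2 fold change was -2.18 for UTRN (the dystrophin relative utrophin), -1.68 for ANKRD34B, -1.67 for STRA6 (the cell-surface receptor for vitamin A uptake) and -1.67 for ABCC2 (a drug efflux transporter). It was -1.56 for LIN28B (which blocks maturation of let-7 microRNAs), -1.52 for PSG11, -1.49 for BMF (a pro-apoptotic BH3-only protein), -1.46 for MYPN (a sarcomere protein) and -1.43 for HPD (an enzyme of tyrosine breakdown). Exons of BCAN, CYFIP2, INA, SPHK1, THBS1 and FGFBP3 overlap those of another tested gene on the opposite strand, and since the kit named does not mark strand their counts are uncertain to that extent.

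**Figure D2:**
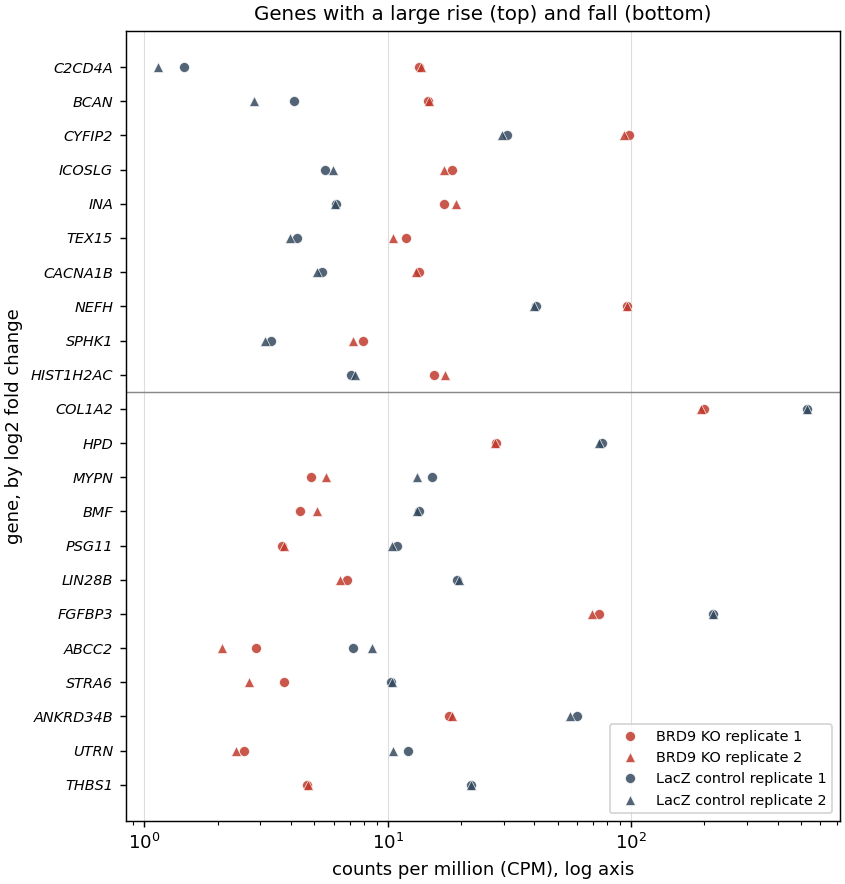
CPM of 10 of the 12 genes with the largest rise (upper block) and of the 12 with the largest fall (lower block), on a logarithmic axis, with each point 1 library (red, BRD9 KO; dark blue, LacZ control; circle, replicate 1; triangle, replicate 2). In every gene both BRD9 KO libraries lie on the same side of both control libraries, from C2CD4A at 13.6 against 1.30 CPM on average to THBS1 at 4.69 against 21.9 CPM.

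The smallest p among the rest belonged to abundant genes with moderate changes. GPNMB, a transmembrane glycoprotein of lysosomes and melanosomes, rose from 859 ± 7.17 to 1619 ± 3.43 CPM (SD, n = 2), and HSPA8, the constitutive HSP70 chaperone, rose from 931 ± 8.65 to 1502 ± 12.9 CPM (SD, n = 2). AHNAK2 rose by 0.66 on the log2 scale. IGFN1 (-1.29) and PSG9 (-1.04) were lower, and PABPC1, the major cytoplasmic poly(A)-binding protein, fell from 5969 ± 47.4 to 4474 ± 5.70 CPM (SD, n = 2). Exons of IGFN1 also overlap those of another gene on the opposite strand. PSG9 and PSG11 belong to a family of near-identical genes between which RSEM divides reads; the posterior standard deviation of the counts of PSG9 was 0.1% and that of PSG11 was 2.8%.

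Of 34 gene lists fixed before the data were examined, 33 had at least 3 tested members, and 10 passed camera, 6 towards higher and 4 towards lower expression in BRD9 KO cells. These calls assume a preset inter-gene correlation of 0.01. With a correlation estimated from the 4 libraries none passed after adjustment, although 5 lists had an unadjusted p under 0.05. The adjusted p with an estimated correlation is given for each list that passed camera. In simulated data, camera gave a shifted list of 40 genes (0.3 on the log2 scale) p = 0.00939 with an estimated correlation. The preset correlation gave that list p = 3.81e-18 with camera. An estimated correlation thus gave a far weaker p for a list known to have shifted. Both p are unadjusted and under 0.05, so this single list does not settle whether lists that fail after adjustment have shifted. Fry called 24 of the 33. In the alternatives run on lists with the preset correlation, 9 of the 10 passed, with an adjusted p of at most 0.0471. The exception was hypoxia and glycolysis. Those alternatives were RLE, library totals alone, no filter, the stricter filter, the replicate block, each library left out and lists without members under 10 counts.

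Targets of p53 rose together: 23 of 27 tested members were higher and the rest did not pass, or 24 were higher adjusted over the list alone, with a median log2 fold change of 0.41 (camera adjusted p = 1.49e-09; adjusted p = 0.262 with an estimated correlation). CDKN1A, which encodes the cell-cycle inhibitor p21, rose from 116 to 231 CPM on average, a log2 fold change of 1.00 (edgeR adjusted p = 4.36e-16). MDM2, the ubiquitin ligase that limits p53, rose by 0.60, RPS27L by 0.69 and the death receptor gene TNFRSF10B by 0.49 on the log2 scale. CCNG1 and BBC3 were at -0.03 and 0.03 and did not pass.

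Ribosome biogenesis genes rose in 31 of 35 tested members and fell in 1, with the same counts adjusted over the list alone and a median of 0.33 (camera adjusted p = 2.9e-10; adjusted p = 0.262 with an estimated correlation). POLR1A, the large subunit of RNA polymerase I, rose by 0.41 on the log2 scale, NOLC1 by 0.35, DDX21 by 0.30 and nucleolin (NCL) by 0.17, whereas NPM1 fell by 0.07. The genes of the ribosomal proteins themselves went the other way by a small amount. Of 79 cytosolic ribosomal protein genes 3 rose and 56 fell, or 57 fell adjusted over the list alone, with a median of -0.08 (camera adjusted p = 4.15e-05; adjusted p = 0.262 with an estimated correlation). The members with the smallest p were RPL17 (-0.26), RPS2 (-0.20), RPS6 (-0.19) and RPL18 (-0.21). Translation is among the terms that the study's own plot gives for BRD9 target genes whose expression changed, so the ribosomal protein count is not independent evidence of its direction. The same holds for the translation initiation and elongation factors, of which 15 of 40 rose and 6 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.12, and 0.0247 with no filter, in a range from 0.0247 to 0.208 with the preset correlation). EIF3B rose by 0.36 and EEF2 fell by 0.12.

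Genes of lysosomes and autophagy rose in 21 of 33 tested members and fell in 1, or 22 and 1 adjusted over the list alone, with a median of 0.24 (camera adjusted p = 6.21e-06; adjusted p = 0.262 with an estimated correlation). SQSTM1, the autophagy receptor p62, rose from 231 to 407 CPM on average, the protease gene CTSD rose by 0.47 on the log2 scale and GABARAPL1 by 0.40. ATP6V1A, a subunit of the proton pump, fell by 0.18. Vesicle and intracellular transport genes rose in 22 of 45 members and fell in 5, with the same counts adjusted over the list alone (median 0.06, camera adjusted p = 0.0191; adjusted p = 0.288 with an estimated correlation). The members with the smallest p included the nuclear import receptors KPNA2 (0.27) and KPNB1 (0.15) and the coat proteins SAR1A (0.34) and SEC31A (0.25). The KPNB1 call was lost with limma on the log2(TPM + 1) scale (adjusted p = 0.072, in a range from 4.21e-14 to 0.072 over all alternatives). Intracellular transport is a term in the same plot of the study, and the count is not independent evidence. Hypoxia and glycolysis genes rose in 13 of 29 members and fell in 2, with the same counts adjusted over the list alone (median 0.07, camera adjusted p = 0.0469; adjusted p = 0.318 with an estimated correlation). The platelet phosphofructokinase PFKP rose by 0.52 and the pyruvate kinase PKM by 0.20. This camera call was lost with library totals alone (adjusted p = 0.0538), with the stricter filter (0.0774), and without BRD9 KO replicate 1 (0.0654), LacZ control replicate 1 (0.0586) or LacZ control replicate 2 (0.0715), and the adjusted p ran from 0.0102 to 0.0774 over the alternatives with the preset correlation.

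Replication-dependent histone genes had the highest median of any list, 0.99: 11 of 17 tested members rose and the rest did not pass, or 12 rose adjusted over the list alone (camera adjusted p = 7.7e-05; adjusted p = 0.288 with an estimated correlation). HIST1H2BK rose by 0.99 on the log2 scale, HIST2H2BE by 1.14 and HIST1H1C by 0.80. The study named nucleosome assembly from a time course of BRD9 deletion, not from the plot of target genes, and the list was chosen with that in view. Most replication-dependent histone messages end in a stem-loop in place of a poly(A) tail, while the sources used here do not say whether poly(A) RNA was selected. Of the 35 members of the list, 17 had enough counts to be tested. If poly(A) RNA was selected, the rise need not hold for the bulk of histone messages, which was not tested. Genes of the G2 and M phases moved down. Of 38 members 3 rose and 21 fell, or 24 fell adjusted over the list alone, with a median of -0.14 (camera adjusted p = 0.000296; adjusted p = 0.288 with an estimated correlation). Among them were TOP2A (-0.24), NUSAP1 (-0.36), KIF11 (-0.36) and DLGAP5 (-0.41), while CENPE rose by 0.32. Genes of G1/S and DNA replication rose in 14 of 40 members and fell in 2, with the same counts adjusted over the list alone, including PCNA (0.34) and UHRF1 (0.43), but did not pass as a list (camera adjusted p = 0.0543, 0.0483 without BRD9 KO replicate 2 and 0.00737 with no filter on low counts, in a range from 0.00737 to 0.102 over the alternatives with the preset correlation).

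Cholesterol biosynthesis genes fell in 17 of 24 members and rose in 1, or fell in 17 and rose in 2 adjusted over the list alone (median -0.24, camera adjusted p = 6.81e-05; adjusted p = 0.262 with an estimated correlation). On the log2 scale HMGCS1 stood at -0.43, MSMO1 at -0.38 and FDPS at -0.33. HOX genes, which encode patterning transcription factors, fell in 14 of 31 members and rose in 1, with the same counts adjusted over the list alone (median -0.35, camera adjusted p = 6.81e-05; adjusted p = 0.288 with an estimated correlation). HOXB8 (-1.35) and HOXB9 (-1.06) were lower, while HOXB13 rose by 0.42.

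**Figure D3:**
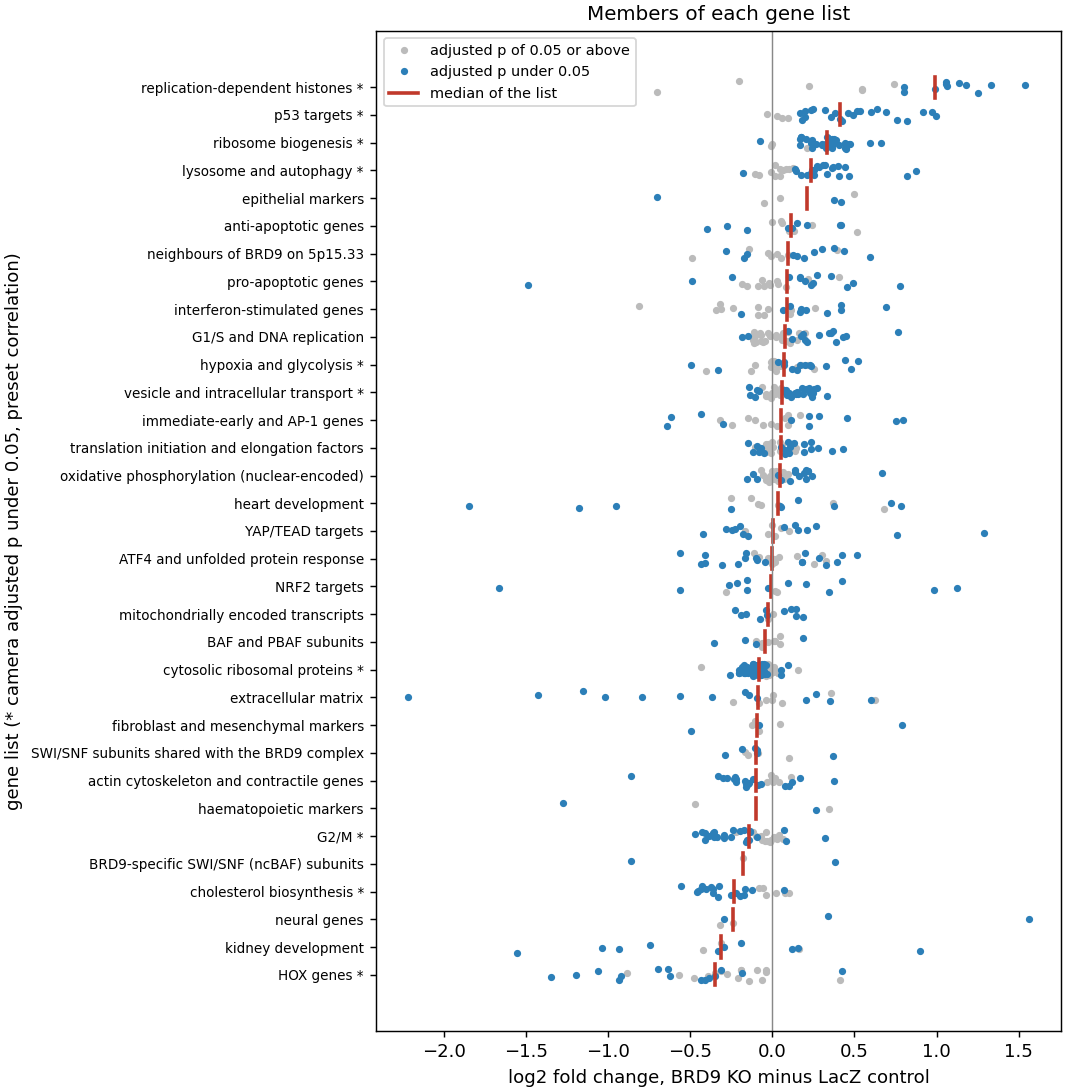
Log2 fold changes of the tested members of the 33 gene lists, with each point 1 gene (blue, adjusted p under 0.05; grey, 0.05 or above), a red bar at the median of the list, and a star after lists past camera with the preset correlation; vertical scatter within a row has no meaning. The medians run from -0.35 for HOX genes to 0.99 for replication-dependent histones.

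Lists of development and cell identity held large changes of single genes and did not pass as lists. Kidney development genes rose in 3 of 13 members and fell in 7, or 3 and 8 adjusted over the list alone; DESeq2 called 5, all lower. Those that fell included LIN28B (-1.56 on the log2 scale) and PAX2, a transcription factor of the nephron lineage (-1.04). Camera gave an adjusted p of 0.0543, and 0.0251 with the stricter filter (range 0.0251 to 0.125 with the preset correlation). Heart development genes rose in 6 of 17 members and fell in 4, with the same counts adjusted over the list alone but 1 and 3 with DESeq2, with a median of 0.04, a mean of -0.09 and camera pointing down (adjusted p = 0.879). MEF2C (-1.85) and TNNI3 (-0.95) were lower. Heart development and organisation of the cytoskeleton are terms in the study's plot of BRD9 target genes, so the heart and actin lists are not independent evidence. Of 5 tested neural genes 2 rose (INA and TUBB3) and 1 fell (NES), with the same counts adjusted over the list alone; the median was -0.24, the mean 0.21 and camera pointed up (adjusted p = 0.947). Extracellular matrix genes rose in 4 of 22 members and fell in 10, with the same counts adjusted over the list alone (camera adjusted p = 0.0968). Besides COL1A2 and THBS1, COL1A1 (-1.02) and SPARC (-0.79) fell, whereas COL6A1 rose by 0.60. Actin cytoskeleton and contractile genes rose in 5 of 28 members and fell in 16, with the same counts adjusted over the list alone (camera adjusted p = 0.0543, and 0.0449 with the stricter filter, in a range from 0.0449 to 0.105 with the preset correlation). FLNA (-0.23) and ACTN4 (-0.33) fell and ACTN1 rose by 0.37.

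Genes of cell death and stress responses were mixed. Pro-apoptotic genes rose in 11 of 26 members and fell in 3, with the same counts adjusted over the list alone (camera adjusted p = 0.16). With DESeq2, 6 of them rose and 1 fell. CYCS, cytochrome c, rose by 0.46 on the log2 scale, against the fall of BMF. Anti-apoptotic genes rose in 6 of 16 members and fell in 3, or 8 and 3 adjusted over the list alone (camera adjusted p = 0.093). DESeq2 called 6 of them, all higher. Among the members BCL2L1 was higher by 0.42 and BAG1 by 0.41. Both apoptosis lists follow a term in the study's plot of BRD9 target genes and are not independent evidence. Among NRF2 targets 6 of 16 rose and 7 fell, with the same counts adjusted over the list alone and 6 and 5 with DESeq2 (median -0.01, camera pointing up with an adjusted p of 0.879). OSGIN1 (1.12) and HMOX1, heme oxygenase 1 (0.98), rose, and ABCC2 (-1.67) fell by more than either. Genes of ATF4 and the unfolded protein response rose in 8 of 33 members and fell in 11, or 9 and 11 adjusted over the list alone and 8 and 6 with DESeq2 (median -0.01, mean 0.01, camera pointing up with an adjusted p of 0.963). Immediate-early and AP-1 genes rose in 7 of 22 members and fell in 4, or 9 and 5 adjusted over the list alone (camera adjusted p = 0.591), with FOSL1 higher by 0.80 and JUND lower at -0.62. Interferon-stimulated genes rose in 9 of 22 members and fell in 1, while DESeq2 called 4, all higher (camera adjusted p = 0.172), YAP/TEAD targets rose in 7 of 20 and fell in 7 (median 0.01, mean 0.06, camera pointing down with an adjusted p of 0.947), and nuclear-encoded oxidative phosphorylation genes rose in 13 of 40 and fell in 3 (camera adjusted p = 0.0543, 0.0483 without BRD9 KO replicate 2 and 0.0102 with no filter on low counts, in a range from 0.0102 to 0.115 with the preset correlation), each with the same counts adjusted over the list alone.

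The lists for chromosome position, RNA quality and other cell types did not pass either. Neighbours of BRD9 on 5p15.33 rose in 8 of 19 members and fell in 3, or 3 and 2 with DESeq2 (camera adjusted p = 0.184). Mitochondrially encoded transcripts rose in 5 of 13 and fell in 6, or 7 adjusted over the list alone (camera adjusted p = 0.947). Of 6 tested epithelial markers 2 rose and 1 fell (camera adjusted p = 0.222): the keratin genes KRT8 and KRT18, whose exons overlap on opposite strands, rose by 0.42 and 0.37 on the log2 scale and CLDN4 fell by 0.71. Of 8 fibroblast and mesenchymal markers 1 rose (THY1, by 0.79) and 2 fell, among them VIM by 0.49 (camera adjusted p = 0.439). Of 4 haematopoietic markers CD68, also a lysosomal protein, rose by 0.27 and CD4 fell by 1.27 (camera adjusted p = 0.879), and of the 2 tested endothelial markers, too few for camera, EGFL7 fell by 0.26. The EGFL7 call was lost with DESeq2 (adjusted p = 0.114), and with edgeR without BRD9 KO replicate 2 (0.0946) or LacZ control replicate 2 (0.109), in a range from 0.00554 to 0.114 over all alternatives. Adjusted over the list alone, the counts were the same for the neighbours and for the epithelial, mesenchymal and endothelial markers, and 1 higher and 2 lower for the haematopoietic markers. Of the list members named, TNFRSF10B, MDM2, SQSTM1, CTSD, HMGCS1, FDPS, NUSAP1, VIM, THY1, KPNB1, SEC31A, CD68, ACTN4, ARID1A, ARID1B, PBRM1, RPL17 and RPS6 also share exon sequence with another tested gene on the opposite strand, and ACTB, OSGIN1 and TUBB3 with one on the same strand, which leaves their counts uncertain.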

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

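No alternative was added after the data were examined. The BRD9 transcript kept its direction and its call in all 12 alternatives, between -0.93 and -0.77 on the log2 scale with each library left out. Counts of changed genes depended on the test. DESeq2 called 3585 genes, 1439 of them lower, and 211 by at least 2-fold (76 higher, 135 lower). On the log2(TPM + 1) scale 2444 passed (1341 higher, 1103 lower), 138 by at least 2-fold (37 higher, 101 lower). That scale compresses low genes, but whether this accounts for the lower counts was not tested. A test against a fold change of 1.5 left 212 genes (84 higher, 128 lower). The stricter filter, which tests fewer low genes, left 178 at 2-fold (53 higher, 125 lower), and no filter gave 602 (207 higher, 395 lower). With each library left out, between 4195 and 4960 genes passed, 2357 to 2694 higher and 1838 to 2268 lower; 340 to 456 passed at 2-fold, 113 to 146 higher and 204 to 322 lower. Both lowest counts of lower genes came without LacZ control replicate 2, and 248 of the 440 genes kept a call at 2-fold there. Limma-voom, RLE and library totals moved no count by 1.5 times; the median of all genes shifted to -0.01 at most.

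The number of lists past camera ran from 9 to 12 with each library left out, was 13 with no filter on low counts, fell to 0 with an estimated correlation and was 24 with fry. The replicate block called 6109 genes (3226 higher, 2883 lower) and changed the call of hypoxia and glycolysis (adjusted p = 0.0534, range 0.0102 to 0.0774) and of no other list or named gene; the numbers do not pair the samples, since deviations of like-numbered libraries correlated at -0.05 across genes.

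Changes of direction were limited to values that had not passed, except SMARCD1, at 0.036 on the log2(TPM + 1) scale. There DPF1 (0.056), GLTSCR1 (0.20), SMARCE1 (-0.051), PHF10 (-0.001), DPF2 (0.044) and ACTL6A (0.023) also turned. With each library left out DPF2 ran from -0.094 to 0.052, SMARCD2 from -0.04 to 0.076 and PHF10 from -0.006 to 0.044. Camera turned, with list medians, without a filter for YAP/TEAD targets (0.022), heart development (0.064), mitochondrial transcripts (-0.01) and epithelial markers (-0.41); with the stricter filter for ATF4 (-0.013); and with the block for YAP/TEAD (0.005) and neural genes (-0.24). With 1 library left out it turned at least once for neural genes (medians from -0.32 to -0.153), mitochondrial transcripts (-0.034 to -0.013), YAP/TEAD (-0.008 to 0.037), heart development (-0.072 to 0.061), ATF4 (-0.006 to 0.02) and haematopoietic markers (-0.217 to -0.031). The cause was not tested. Of the named genes, 22 besides SMARCD1 lost their call on the log2(TPM + 1) scale, 7 with DESeq2 and 3 to 8 with a library left out, most without LacZ control replicate 2. Depth limits small changes of rare genes. In simulated data with 200 changed genes per set, edgeR recovered 8.19% of 1.5-fold changes under 10 CPM. At 10 CPM or above it recovered 96.4%, and the rates may differ where more genes change.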

Other observations

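The test of the replicate spread and the grouping of genes by the first letters of their symbols were chosen only after the data had been examined. Among 226 groups of at least 8 genes whose symbols share their first letters, 4 passed camera after adjustment. The smallest p was that of the pregnancy-specific glycoproteins, placental members of the carcinoembryonic antigen family that lie together on chromosome 19 between 43225790 and 43773682. All 10 tested PSG genes fell, with log2 fold changes from -1.52 (PSG11) to -0.41 (PSG4) and a median of -1.17 (adjusted p = 2.19e-05; adjusted p = 0.834 with an estimated correlation). PSG9 fell from 714 ± 1.15 to 347 ± 5.05 CPM and PSG5 from 123 ± 1.31 to 54.8 ± 2.74 CPM (SD, n = 2). These genes are near-identical, and RSEM divides reads between them: the posterior standard deviation of their counts ran from 0.1% to 6.3%. The HOXC group was lower in 8 of 11 members, antisense transcripts included (adjusted p = 0.0212; adjusted p = 0.834 with an estimated correlation). Of the HOX genes in the list fixed beforehand, 7 of 9 in the HOXB cluster and 5 of 7 in HOXC fell with edgeR, against 2 of 11 in HOXA and 0 of 4 in HOXD, where 1 gene had an unadjusted p under 0.05 and DESeq2 and limma-voom also called 0. The medians were -0.64 in HOXB, -0.62 in HOXC, -0.19 in HOXA and -0.34 in HOXD; the difference between clusters was not tested. The histone and NOP groups, the other groups past the threshold, overlap lists already described but also hold other genes. In the histone group 14 of 31 members rose and 0 fell, with a median of 0.66 (adjusted p = 0.000104; adjusted p = 0.834 with an estimated correlation). In the NOP group 7 of 8 rose and 0 fell, with a median of 0.33 (adjusted p = 0.0199, or 0.834 with an estimated correlation). The 7 include both NOP14 (0.24) and its antisense transcript NOP14-AS1 (0.53), and the kit named does not mark strand.

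Rare transcripts were fewer in BRD9 KO libraries. Genes with a mean of 0.1 to 1 CPM summed to 1957 and 1981 CPM in BRD9 KO replicates 1 and 2 and to 2321 and 2318 CPM in LacZ control replicates 1 and 2. The BRD9 KO sum was 80.4% of control for genes above 0 to 0.1 CPM and 84.9% for 0.1 to 1 CPM. It was 94.5% for 1 to 10 CPM and 101% above 10 CPM. No cause of this gradient, technical or biological, was tested. With all libraries thinned to 15053195 counts, 22739 and 22731 genes were detected in BRD9 KO and 23581 and 23442 in LacZ control libraries. Among tested long noncoding RNA genes 73 were higher and 210 lower, with a median log2 fold change of -0.18. Genes at 0 counts in both libraries of a group went either way, and 4 passed edgeR. RP11-504P24.6 and SPDYE9P were at 0 in BRD9 KO libraries, and AL645728.2 and CLN3 at 0 in LacZ control libraries. AL645728.2 stood at 3.56 ± 1.92 CPM in BRD9 KO (SD, n = 2). CLN3 stood at only 0.951 ± 0.474 CPM there (SD, n = 2), from 12 and 21 counts in replicates 1 and 2. Each of the 4 is a single gene model, and whether reads of CLN3 went to another model was not tested. RP11-504P24.6 was singled out after its values were seen. It stood at 12.9 ± 1.00 CPM in controls (SD, n = 2). In BRD9 KO it was at least 76.1-fold lower, against a floor of 3 counts per library. RP11-504P24.4, named from the same clone, went from 2.49 to 9.50 CPM on average. The posterior standard deviations of their counts were 45.5% and 44.3%, so reads are poorly resolved between models there.

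The first pattern weighed was the large number of genes past the threshold by small folds. A difference in GC content or length bias between libraries would leave under 50% of the calls after correction, but 5809 genes still passed after each library was corrected for both, with GC content known for 96.9% of tested genes, and 5434 were called in both with the same direction. Unequal depth was argued against in the same way, with a median of 5670 genes over 5 draws thinned to the shallowest library (5626 to 5837). The biological coefficient of variation that edgeR fitted for all genes in common was 1.66%. It measures the spread between replicates beyond counting noise, and single genes can spread more. Libraries that share a culture may give so small a value, and parallel cultures handled together may give it too. Since the labels do not tell these apart, the explanation stays open. An effect of BRD9 loss is the biological explanation the design names, and it stays open as well.

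The fall of the BRD9 transcript could come from loss of the chromosome end beyond the BRD9 target site in part of the cells. In that case the 15 tested genes between BRD9 and the 5p telomere would fall with it. Their median log2 fold change was -0.01 with a 95% bootstrap interval from -0.15 to 0.22, above -0.43, which is 50% of the BRD9 value, and 3 of them rose while 3 fell. This argues against loss of the arm end as the whole cause. Decay of edited transcripts was not tested.

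The rise of p53 targets has a technical candidate explanation in the design. DNA cutting at BRD9 in the knockout, with no cut in a genomic site of the control, may activate p53 without any role of BRD9 loss. The median of the p53 targets was 0.41, above all of 10000 random lists matched on mean expression, whose highest median was 0.21, so the rise itself is not a feature of genes at that level of expression. DNA cutting and BRD9 loss cannot be told apart here, because a control cut elsewhere in the genome is not among these libraries. The study also reports that BRD9 deletion impaired proliferation of G401 cells. Whether the rise is direct or follows from slower growth was not tested. That BRD9 loss raises p53 targets remains a hypothesis.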
